A study of Mus musculus with 24 samples. Its data were reported in "Ribosome profiling in mouse hippocampus: plasticity-induced regulation and bidirectional control by TSC2 and FMRP" (2020).

How the data were processed

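RNA-seq and ribosome profiling, which sequences ribosome-protected mRNA fragments (RPFs), were carried out on hippocampal slices from wild-type (WT) and Tsc2+/- mice aged 28 to 42 days. Slices had been given vehicle or DHPG, an agonist of group I metabotropic glutamate receptors, at 100 µM for 5 min, and slices of several mice were pooled for each library. Per the study's methods, CA3 had been cut off these slices, which the study calls CA1 enriched. The 24 libraries were grouped by the labels' assay, genotype and treatment into 8 groups of 3, and 0 columns were left without a sample. Each library also carried a replicate number, which was taken to stand for the study's batch.

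The authors removed adapters with Cutadapt, filtered by quality with Trimmomatic, discarded reads matching rRNA and tRNA with bowtie2, mapped the rest to the mouse genome (mm10) with TopHat2, kept uniquely mapped reads and removed duplicates by their molecular identifiers. The deposited values are expected counts per gene from RSEM, rounded to whole numbers by the authors. RNA reads were counted over whole RefSeq transcripts, and RPF reads over coding sequences with a stretch removed at each end. The deposited expected counts had not been corrected for batch, since same-numbered libraries still deviated together. The study's own steps after this point, ComBat followed by DESeq2, were run only as alternatives. Among the RNA values, 27 genes carried a date in place of a symbol and kept that name.

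Genes were kept with the filterByExpr function of edgeR 4.0.16 at a minimum count of 10, which left 14516 genes for RNA and 12877 for RPF. Library sizes were scaled by TMM. Differential expression was tested in R 4.3.3 with the edgeR quasi-likelihood F test with robust estimation, on all 12 libraries of an assay, with group and replicate number in the model. The test was two-sided, p-values were adjusted by Benjamini-Hochberg over all genes tested in a comparison, and genes with an adjusted p under 0.1 were called. Each assay had 7 comparisons: the effect of genotype in vehicle and in DHPG, the effect of DHPG in WT and in Tsc2+/-, their interaction, and each effect averaged over the other factor. The change in translational efficiency (TE), the RPF change minus the RNA change, was tested as the interaction of assay and group over all 24 libraries for 12785 genes, with replicate number within assay in the model. This interaction took the place of the anota2seq test of the study. Counts scaled by TMM and library size are given as CPM, and log2 CPM used a prior count of 2. The standard error (SE) of a log2 fold change was taken from the F statistic. A group with 3 or fewer counts in every library was treated as being at the floor, and a fold change against it as a lower bound.

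Genes to be named were 17 chosen from those the study's text discusses and, for each comparison with calls, up to 3 higher and 3 lower genes. The latter had the smallest adjusted p among calls that moved the same way in every contrast of same-numbered libraries. Coordinates, GC content and length came from the RefSeq annotation of GRCm38.p6, the same build as mm10. It gave a position for 14444 of the RNA genes tested (99.5%) and for 12849 of the RPF genes (99.8%).

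Gene lists were written down from gene symbols and general knowledge. The 8 lists tested as sets held mRNAs with a 5′ terminal oligopyrimidine motif (TOP), a short list of FMRP targets, GABA-A receptor subunits, subunits of oxidative phosphorylation (OXPHOS), myelin genes, lysosomal genes, helicases and immediate early genes. Further lists held markers of the dentate gyrus, CA1, CA3, choroid plexus and blood, genes that mark male and female tissue, and 17 genes named by the study. Sets were tested with camera in limma 3.58.1 at its preset correlation of 0.01, adjusted by Benjamini-Hochberg over 48 tests and called at an adjusted p under 0.05. The size of a set's shift is the median log2 fold change of the set minus that of the other genes tested. Alternatives were fry, camera with an estimated correlation, and 10000 random lists matched on expression or on expression, length and GC content. The short FMRP list replaced the larger lists of the study, which were not used here.

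The design, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Chosen afterwards were halving the RPF counts of replicates 2 and 3, removing each library's trend with GC content and length, ComBat given the group labels, ComBat on the counts themselves, and the tests on chromosome 17. Other alternatives were a model without replicate number, DESeq2 1.42.0, ComBat in sva 3.50.0 followed by DESeq2, other scaling and filters, an adjusted p under 0.05, only the groups compared, and leaving out each replicate number or library.

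The procedures were first tested on simulated counts in which a known set of genes was changed. Of genes changed by 1 on the log2 scale 100% were called in RNA, 100% in RPF and 99.5% in TE, and of genes changed by 0.5 on that scale 83% in RNA and 88% in RPF. Unchanged genes made up 14.5% of the RNA calls, 11.3% of the RPF calls and 9.55% of the TE calls. With no gene changed, 2 RNA genes and 5 RPF genes were called. Correlations across genes and counts of calls were set beside 100 data sets simulated from the fitted model with no effect of group.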

Results

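The steady-state RNA and the ribosome-protected fragments (RPFs) of hippocampal slices from WT and Tsc2+/- mice were measured after vehicle or DHPG, with 3 libraries in each of the 8 groups. RNA libraries held 14801679 to 24067838 counts (mean 20381900, SD 2940930, n = 12) and 15897 to 16487 detected genes. RPF libraries held 5296006 to 13613673 counts (mean 8104270, SD 2202170, n = 12) and 14073 to 15326 detected genes. The 10 most abundant genes took at most 4.96% of an RNA library and 4.66% of an RPF library. Pearson's r of log2 CPM between replicates of a group, across genes that are not independent replicates, was 0.985 to 0.990 for RNA and 0.977 to 0.990 for RPF. The biological coefficient of variation was 7.01% for RNA and 7.04% for RPF. Of the non-zero counts, 48.5% to 49.7% were even in RNA libraries and 48.2% to 49.0% in RPF libraries of replicate 1, but 97.9% to 98.5% were even in the RPF libraries of replicates 2 and 3.

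Tsc2 itself (chromosome 17, 24595816 to 24632676 on GRCm38.p6) was measured first, as a check of the genotype labels. Its RNA was 191 CPM ± 4.64 (SD, n = 3) in WT vehicle, 205 ± 8.19 in WT DHPG, 134 ± 4.84 in Tsc2+/- vehicle and 132 ± 3.27 in Tsc2+/- DHPG. Its RPFs were at 133 CPM ± 6.95, 132 ± 12.0, 79.4 ± 1.69 and 81.3 ± 4.27 in the same order. Every Tsc2+/- library lay below every WT library of its assay. In vehicle the log2 fold change of Tsc2 was -0.52 (SE 0.0544, adjusted p 6.46e-07) for RNA and -0.74 (SE 0.0747, adjusted p 4.71e-07) for RPF, with all 3 contrasts of same-numbered libraries in that direction. In DHPG it was -0.64 (SE 0.0544, adjusted p 3.09e-09) and -0.70 (SE 0.0737, adjusted p 1.00e-06).

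**Figure D1:**
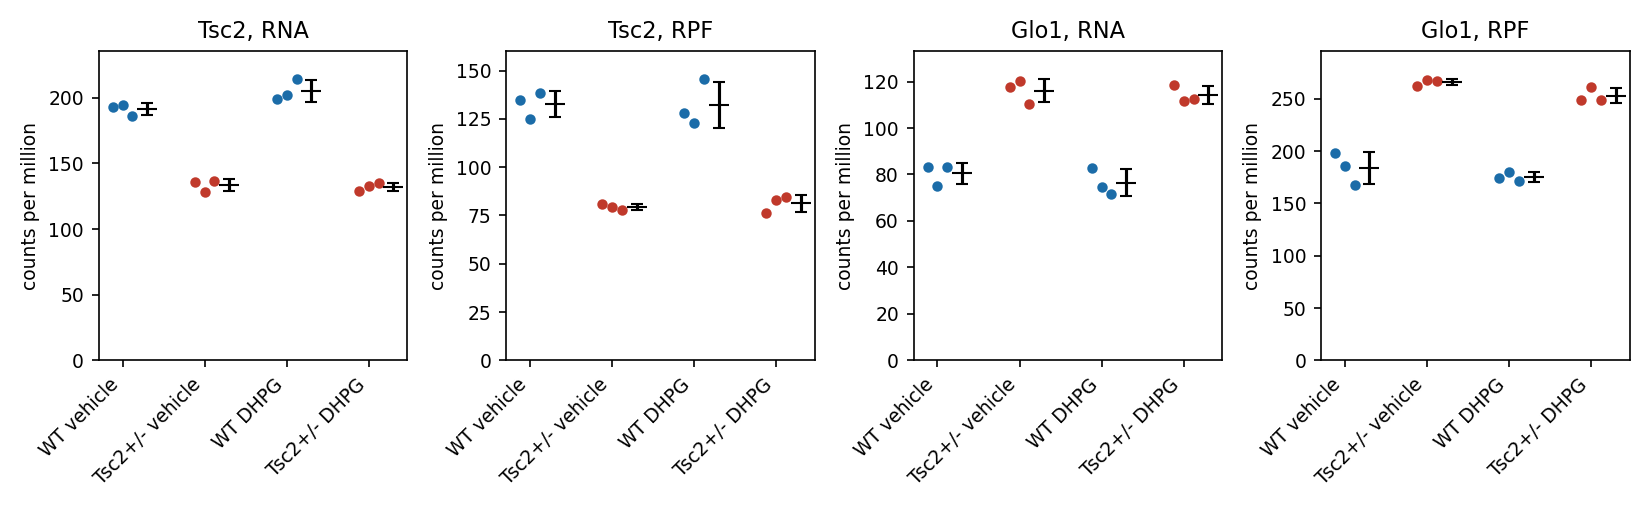
TMM-scaled counts of Tsc2 and Glo1 (CPM, vertical axes) in each RNA and RPF library by group, with points for libraries, bars for mean ± SD (n = 3), WT in blue and Tsc2+/- in red. Tsc2 RNA lies between 186 and 214 CPM in WT libraries and between 128 and 137 CPM in Tsc2+/- libraries.

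The basal effect of Tsc2 loss was asked by comparing Tsc2+/- with WT in vehicle. In RNA, 14 of 14516 genes were called, 10 higher and 4 lower in Tsc2+/-, and 719 had an unadjusted p under 0.05 where chance alone gives 726. ComBat on the counts given the group labels, followed by DESeq2, moved this count furthest, to 124 (78 when adjusted over all genes tested, since DESeq2 leaves out genes under a count cutoff it chooses). It was 5 without replicate number in the model, 5 without Tsc2+/- vehicle replicate 3 and 27 without WT vehicle replicate 2. Tagap had a log2 fold change of 2.01 (SE 0.23, adjusted p 2.17e-06, chromosome 17, 7926000 to 7934897), Glo1 of 0.53 (SE 0.0618, adjusted p 2.53e-06, chromosome 17, 30592861 to 30612659) and the transcribed pseudogene Tmem181b-ps of 0.82 (SE 0.0943, adjusted p 1.24e-05, chromosome 17, 6439002 to 6450994). After Tsc2, the lower genes were Malat1, a long noncoding RNA, at -0.45 (SE 0.0659, adjusted p 0.00408, chromosome 19, 5795690 to 5802672) and Asb4 at -1.60 (SE 0.35, adjusted p 0.0780, chromosome 6, 5383386 to 5433022). All 5 moved the same way in 3 of 3 contrasts of same-numbered libraries. Tagap and Tmem181b-ps have close paralogs, so reads shared between copies leave their identity uncertain. The call of Tmem181b-ps was lost in 1 of 9 alternatives (no replicate block; adjusted p 1.05e-11 to 0.177 over the 9). The call of Malat1 was lost in 3 of 9 alternatives (adjusted p 1.49e-05 to 0.9999) and that of Asb4 in 5 of 8 (0.0651 to 0.921), without replicate 1 among them for both. Gm8801 was also called, at least 7.20-fold higher in Tsc2+/-, and was chosen after its values were seen.

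In RPFs of the same comparison, 3 of 12877 genes were called, 2 higher and 1 lower, and 864 had an unadjusted p under 0.05 against 644 given by chance. They were Tsc2, Glo1 (log2 fold change 0.53, SE 0.0620, adjusted p 6.46e-06) and Mut (0.38, SE 0.0764, adjusted p 0.0908, chromosome 17, 40934685 to 40961990), each with the same direction in 3 of 3 contrasts. The call of Mut was lost in 6 of 10 alternatives (adjusted p 0.0135 to 0.736), including the 3 that left out a replicate number. The RPF calls of Tsc2 and Glo1 in vehicle held in every fit tried. Without replicate 3 the RPF count was 8.

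In DHPG, 7 RNA genes differed between genotypes, 4 higher and 3 lower, and 686 had an unadjusted p under 0.05. Glo1 had a log2 fold change of 0.58 (SE 0.0626, adjusted p 5.55e-07), Tmem181b-ps of 0.94 (SE 0.0943, adjusted p 9.62e-07) and Tagap of 2.07 (SE 0.23, adjusted p 9.62e-07), all higher in 3 of 3 contrasts. Hbb-bt (chromosome 7, 103812524 to 103813923) was at least 10.6-fold lower (adjusted p 0.0104) and Duxbl2 (chromosome 14, 26118332 to 26129785) at least 7.75-fold lower (adjusted p 0.0552), since every Tsc2+/- DHPG library was at or under 3 counts. Hbb-bt and Duxbl2 belong to families of near-identical copies, so their identity is uncertain. In RPFs, Glo1 (0.53, SE 0.0614, adjusted p 5.17e-06) and Tsc2 were the 2 genes called, and 547 had an unadjusted p under 0.05. The call of Hbb-bt was lost in 3 of 8 alternatives (adjusted p 0.00649 to 0.436) and that of Duxbl2 in 5 of 8 (0.0406 to 0.480), without replicate 1 among them for both. The RNA count was 4 without Tsc2+/- DHPG replicate 2 and 11 without replicate 3, and the RPF count was 47 without replicate 3.

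Averaged over treatments, the effect of genotype was called for 36 RNA genes, 22 higher and 14 lower (911 at unadjusted p under 0.05), and for 7 RPF genes, 4 higher and 3 lower (880 at unadjusted p under 0.05). The RNA changes of Tsc2 (-0.58, SE 0.0385, adjusted p 2.61e-12), Glo1 (0.56, SE 0.0440, adjusted p 1.67e-10), Tagap (2.04, SE 0.16, adjusted p 1.73e-10), Tmem181b-ps (0.88, SE 0.0668, adjusted p 1.83e-09) and Ppil1 (-0.52, SE 0.0969, adjusted p 0.00568, chromosome 17, 29250835 to 29263971) each had the same sign in 6 of 6 contrasts. Hbb-bt was also lower in 6 of 6 (adjusted p 0.000503), with a change in DHPG of which only the lower bound above is known. The RPF changes named were Tsc2 (-0.72, SE 0.0525, adjusted p 9.16e-11), Glo1 (0.53, SE 0.0436, adjusted p 1.20e-09), Mut (0.37, SE 0.0532, adjusted p 0.000308), Btbd9 (0.33, SE 0.0534, adjusted p 0.00194, chromosome 17, 30215524 to 30582621), Rph3a (-0.24, SE 0.0476, adjusted p 0.0460, chromosome 5, 120940499 to 121010116) and Fam131a (-0.22, SE 0.0442, adjusted p 0.0708, chromosome 16, 20693094 to 20703044), also in 6 of 6. Without replicate 2 the calls of Ppil1 in RNA (adjusted p 0.142) and of Mut, Btbd9, Rph3a and Fam131a in RPFs (adjusted p 0.250, 0.263, 0.932 and 0.932) were lost. Over all alternatives the highest adjusted p were 0.155, 0.250, 0.263, 0.932 and 0.977 and the lowest 0.00151, 1.64e-06, 9.61e-05, 0.0176 and 0.0176 in the same order. Without replicate 2 the RNA count was 15 and the RPF count 3, and without replicate 3 the RPF count was 69.

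The positions of the called genes were compared with those of all genes tested by Fisher's exact test, two-sided, with Tsc2 left out and 10 tests adjusted together. Chromosome 17 holds 680 of the 14443 RNA genes tested, or 4.71%. It held 9 of the 13 RNA genes called in vehicle (69.2%, adjusted p 3.26e-09), 4 of 6 called in DHPG (66.7%, adjusted p 0.000226) and 18 of 35 called for the averaged genotype effect (51.4%, adjusted p 2.22e-14). In RPFs, where chromosome 17 holds 4.58% of the genes tested, it held 2 of 2 genes called in vehicle (adjusted p 0.00418), 1 of 1 called in DHPG (adjusted p 0.0763) and 3 of 6 called for the averaged effect (adjusted p 0.00418). For the effect of DHPG it held 1 of 4 RPF genes called in WT (adjusted p 0.244), and 0 of 3 RNA and 0 of 4 RPF genes called for the averaged effect. The 18 RNA genes started between 6.43 and 46.3 Mb, at most 21.7 Mb from Tsc2, while tested genes reached 94.8 Mb, and 12 were higher and 6 lower in Tsc2+/-. Genotype effects in vehicle and in DHPG share no library. Across 557 genes of chromosome 17 with a mean count of at least 50 their Pearson's r was 0.587 in RNA, against 0.0357 to 0.217 on the 19 other chromosomes, and genes are not independent replicates. On chromosome 17, r was 0.645 before 50 Mb and 0.183 after it. In RPFs r was 0.233 on chromosome 17 and -0.0301 to 0.184 elsewhere.

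**Figure D2:**
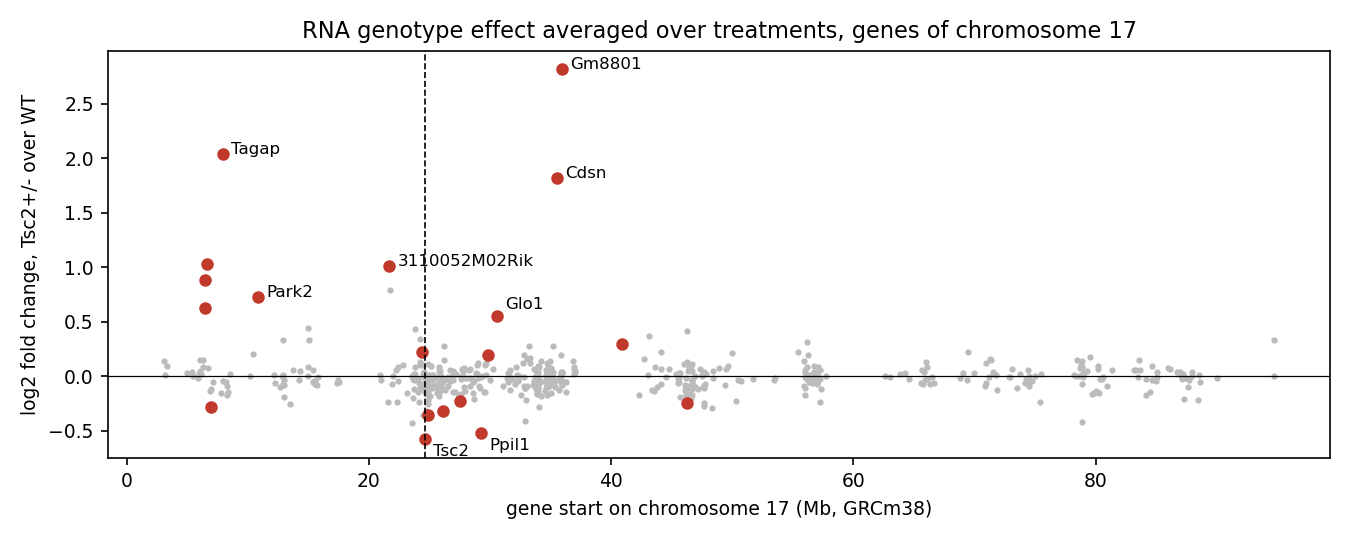
Log2 fold change of RNA in Tsc2+/- against WT, averaged over treatments (vertical axis), for genes along chromosome 17 (horizontal axis, Mb), with called genes in red and a dashed line at Tsc2. The 18 called genes other than Tsc2 start between 6.43 and 46.3 Mb.

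The response to DHPG was asked by comparing DHPG with vehicle within each genotype. In RNA 0 genes were called in WT and 0 in Tsc2+/-, with 881 and 706 genes at unadjusted p under 0.05 and smallest adjusted p of 0.647 and 0.959. ComBat on log2 counts given the group labels, followed by DESeq2, moved the count in WT furthest, to 387 (206 when adjusted over all genes tested) in RNA and to 171 (89) in RPFs. Without WT vehicle replicate 2 the RNA count in WT was 61. In RPFs of WT 4 genes were called (911 at unadjusted p under 0.05), 2 higher and 2 lower, each in 3 of 3 contrasts. Atp6v1f rose by 0.44 on the log2 scale (SE 0.0727, adjusted p 0.00715, chromosome 6, 29467783 to 29470509) and Usmg5 by 0.28 (SE 0.0550, adjusted p 0.0685, chromosome 19, 47083471 to 47090647). Npcd changed by -0.57 (SE 0.0735, adjusted p 0.000103, chromosome 15, 79786351 to 79834333) and Rab11fip3 by -0.40 (SE 0.0806, adjusted p 0.0685, chromosome 17, 25989036 to 26070077). Npcd overlaps another annotated gene, so its identity is uncertain. Npcd stayed called in all 10 alternatives. Without replicate 1 the other 3 calls were lost, and over 10 alternatives adjusted p ranged from 0.000363 to 0.178 for Atp6v1f, 0.00651 to 0.967 for Usmg5 and 0.0213 to 0.967 for Rab11fip3. Without WT vehicle replicate 2 the RPF count was 27, and without WT DHPG replicate 1 it was 1. In RPFs of Tsc2+/- 0 genes were called (498 at unadjusted p under 0.05), and 5 without WT vehicle replicate 1. The difference between genotypes in the DHPG effect was tested as the interaction, which gave 0 genes in RNA (510 at unadjusted p under 0.05) and 0 in RPFs (494 at unadjusted p under 0.05), so no gene was shown to respond differently in the genotypes. Without replicate 3 the RNA interaction gave 2 genes, and without WT DHPG replicate 2 the RPF interaction gave 2.

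Averaged over genotypes, 3 RNA genes (1104 at unadjusted p under 0.05) and 4 RPF genes (896 at unadjusted p under 0.05) were called for DHPG. The RNA genes all had an adjusted p of 0.0850 and the same sign in 6 of 6 contrasts. Gpr123 changed by 0.20 (SE 0.0401, chromosome 7, 139834097 to 139878088) and Ppp3ca by -0.16 (SE 0.0317, chromosome 3, 136669714 to 136937727) on the log2 scale, while Xlr3a (chromosome X, 73086293 to 73097095), a gene with close paralogs, had 0 counts in every WT DHPG library and 8 to 14 counts in WT vehicle libraries. The calls of Gpr123, Ppp3ca and Xlr3a were lost without any of the 3 replicate numbers. In RPFs, Atp6v1f (0.27, SE 0.0513, adjusted p 0.0351), Resp18 (0.28, SE 0.0550, adjusted p 0.0403, chromosome 1, 75272197 to 75278415) and Nrsn1 (-0.41, SE 0.0765, adjusted p 0.0351, chromosome 13, 25252039 to 25269996) had the same sign in 6 of 6 contrasts. The fourth call, Npcd (-0.35, adjusted p 0.00223), did not, and was chosen after its values were seen. The calls of Atp6v1f, Resp18 and Nrsn1 were also lost without any of the 3 replicate numbers. The RNA count was 0 without replicate 3 and 43 without WT vehicle replicate 2, and the RPF count 0 without replicate 2 and 20 without WT vehicle replicate 1.

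Translational efficiency changed for 0 genes between genotypes in vehicle (658 at unadjusted p under 0.05, smallest adjusted p 0.243) and for 7 genes with DHPG in WT, 2 higher and 5 lower (1105 at unadjusted p under 0.05). Dynll2 (0.47, SE 0.0960, adjusted p 0.0615, chromosome 11, 87979525 to 88003817) and Psmb1 (0.45, SE 0.0974, adjusted p 0.0775, chromosome 17, 15475721 to 15498276) were higher. Npcd (-0.67, SE 0.0968, adjusted p 0.000834), Prrc2a (-0.44, SE 0.0866, adjusted p 0.0430, chromosome 17, 35149076 to 35165321) and Col4a1 (-0.72, SE 0.14, adjusted p 0.0475, chromosome 8, 11198423 to 11312889) were lower, all in 3 of 3 contrasts. With DESeq2, which moved the count for DHPG furthest, 102 genes were called (35 when adjusted over all genes tested), and with the GC content and length trend of each library removed 0. RNA and RPF libraries were made from the same lysates, which this model does not take into account, and with lysate as a block 1 gene was called for DHPG. The count for DHPG was 59 without replicate 2 and 0 without replicate 3, and that for genotype was 2 without replicate 2. The calls of Dynll2, Psmb1, Prrc2a, Col4a1 and Npcd were lost without replicate 3, at adjusted p 0.430, 0.292, 0.292, 0.292 and 0.309. Over 10 alternatives adjusted p ranged up to 0.9996 for the first 4 and from 5.60e-07 to 0.604 for Npcd.

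RNA and RPF effects were compared over the 12785 genes tested in both. Called in both were 2 genes for genotype in vehicle, 2 for genotype in DHPG, 3 for the averaged genotype effect, 0 for DHPG in WT, where RNA had no call, and 0 for the averaged DHPG effect. Pearson's r of the log2 fold changes, across genes that are not independent replicates, was 0.0790, 0.113, 0.183, -0.0193 and -0.0164 in that order. At an unadjusted p under 0.01 in both assays there were 11 genes for genotype in vehicle, 9 of them in the same direction, and 7 for DHPG in WT, 0 of them in the same direction.

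Of 17 genes chosen from those that the text of the study names, 2 RNAs (Tsc2 and Kif5a) and 1 RPF (Tsc2) were called between genotypes in vehicle over all genes tested, and 5 and 2 when adjusted over the list alone. Some of these genes were named by the study for results on these samples, so the counts over the list alone are not independent evidence. The RNAs were Kif5a, Nisch, Slc25a23, Snph and Tsc2, and the RPFs were Fos and Tsc2. For DHPG in WT, 0 RNAs and 0 RPFs were called over all genes (881 and 911 genes at unadjusted p under 0.05), against 6 RNAs (Dlg4, Kif5a, Nisch, Shank3, Slc25a23 and Snph) and 1 RPF (Nrsn1) adjusted over the list alone. In TE the counts were 0 and 1 for genotype (Kif5a) and 0 and 5 for DHPG (Arc, Kif5a, Nisch, Nrsn1 and Shank3). Kif5a RNA was higher in Tsc2+/- vehicle by 0.24 on the log2 scale (SE 0.0430, adjusted p 0.00927, 3 of 3 contrasts, chromosome 10, 127225695 to 127266348), with adjusted p 0.287 without replicate 2, 0.342 without replicate 3 and 0.00012 to 0.9999 over 9 alternatives. Fos RPFs changed by -0.20 in vehicle (adjusted p 0.539) and Nrsn1 RPFs by -0.42 with DHPG in WT (adjusted p 0.253, and 0.0695 to 0.967 over 10 alternatives), each in 3 of 3 contrasts. Over the 8 sets together, genes called over all and adjusted over the list alone were 0 and 9 in RNA and 0 and 14 in RPFs for genotype in vehicle, 0 and 20 in RNA and 0 and 9 in RPFs for DHPG in WT, and 0 and 3 in TE for genotype and 1 and 36 in TE for DHPG.

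Whether groups of mRNAs shifted together was asked with the 8 gene sets, of which camera called 32 of 48 tests at its preset correlation. The study discusses these groups, several for results on these same libraries, so these calls are not independent evidence. Under fry 0 of these calls held (smallest adjusted p 0.249), under an estimated correlation 0 held (smallest adjusted p 0.428), and against random lists matched on expression, length and GC content 13 held, with 3 tests passing that camera had not called. In RNA of vehicle slices, TOP mRNAs were shifted by -0.0949 in Tsc2+/- (7 of 96 genes above the median of the other genes, adjusted p 3.27e-14), the short FMRP list by 0.0696 (65 of 73, adjusted p 7.93e-11), OXPHOS by -0.0697 (13 of 90, adjusted p 1.83e-08), myelin by 0.0909 (21 of 25, adjusted p 1.29e-08) and lysosome by 0.0386 (29 of 40, adjusted p 0.00278). GABA-A (0.0374, adjusted p 0.232), helicases (-0.0383, adjusted p 0.180) and immediate early genes (-0.00974, adjusted p 0.562) were not called. Without replicate 3 the RNA shift was 0.00467 for TOP and 0.0278 for OXPHOS.

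In RPFs of vehicle slices the TOP shift was 0.0362 (67 of 94, adjusted p 0.00764), FMRP -0.0257 (16 of 73, adjusted p 0.00957), GABA-A 0.0995 (11 of 13, adjusted p 0.000104), OXPHOS 0.0274 (55 of 86, adjusted p 0.0114), myelin 0.0988 (22 of 26, adjusted p 3.40e-06), lysosome 0.0651 (31 of 40, adjusted p 0.000924) and immediate early genes -0.0561 (9 of 30, adjusted p 0.0306), while helicases (-0.0246, adjusted p 0.0820) were not called. In TE, TOP shifted by 0.13 (85 of 94, adjusted p 2.99e-12), FMRP by -0.0960 (12 of 73, adjusted p 5.20e-09), OXPHOS by 0.11 (71 of 86, adjusted p 6.59e-09), GABA-A by 0.0803 (adjusted p 0.0330) and immediate early genes by -0.0793 (adjusted p 0.0392). With the GC content and length trend of each library removed, the FMRP shift in RPFs was 0.0248.

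With DHPG in WT the RNA shifts were -0.0828 for TOP (16 of 96, adjusted p 1.26e-09), 0.0681 for FMRP (59 of 73, adjusted p 2.93e-11), -0.0553 for OXPHOS (adjusted p 1.61e-05), 0.0708 for myelin (adjusted p 0.000276) and 0.0580 for lysosome (adjusted p 0.00921), with GABA-A, helicases and immediate early genes not called. In RPFs they were -0.0817 for FMRP (11 of 73, adjusted p 4.66e-09), 0.0923 for GABA-A (11 of 13, adjusted p 0.00440), 0.10 for OXPHOS (70 of 86, adjusted p 2.15e-10) and -0.0529 for immediate early genes (adjusted p 0.0306), with TOP at 0.0329 (adjusted p 0.0723), myelin, lysosome and helicases not called. In TE they were 0.11 for TOP (77 of 94, adjusted p 2.21e-06), -0.14 for FMRP (6 of 73, adjusted p 2.58e-15), 0.15 for OXPHOS (73 of 86, adjusted p 3.12e-12), 0.0640 for GABA-A (adjusted p 0.0306), -0.0683 for myelin (adjusted p 0.0250) and -0.12 for immediate early genes (adjusted p 0.00921). With the GC content and length trend removed, the TOP shift was -0.0291 in RPFs and -0.0144 in TE, the opposite of its direction as analysed. Log2 fold changes with DHPG in WT followed GC content across genes, with Spearman's rho of 0.451 in RNA, -0.238 in RPFs and -0.414 in TE. For genotype in vehicle rho was 0.0660, -0.360 and -0.337. Both RPF trends rest mainly on a single library, WT vehicle replicate 1, whose log2 CPM rose by 0.24 per 10 percentage points of GC content, against -0.0439 and -0.0629 in the other 2 WT vehicle RPF libraries. Without it rho in RPFs was 0.127 for DHPG and 0.0202 for genotype. Other replicate 1 libraries moved rho less, to -0.106 for DHPG without WT DHPG replicate 1 and to -0.229 for genotype without Tsc2+/- vehicle replicate 1. Without WT vehicle replicate 1 in RNA, rho was 0.235 for DHPG and -0.139 for genotype.

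**Figure D3:**
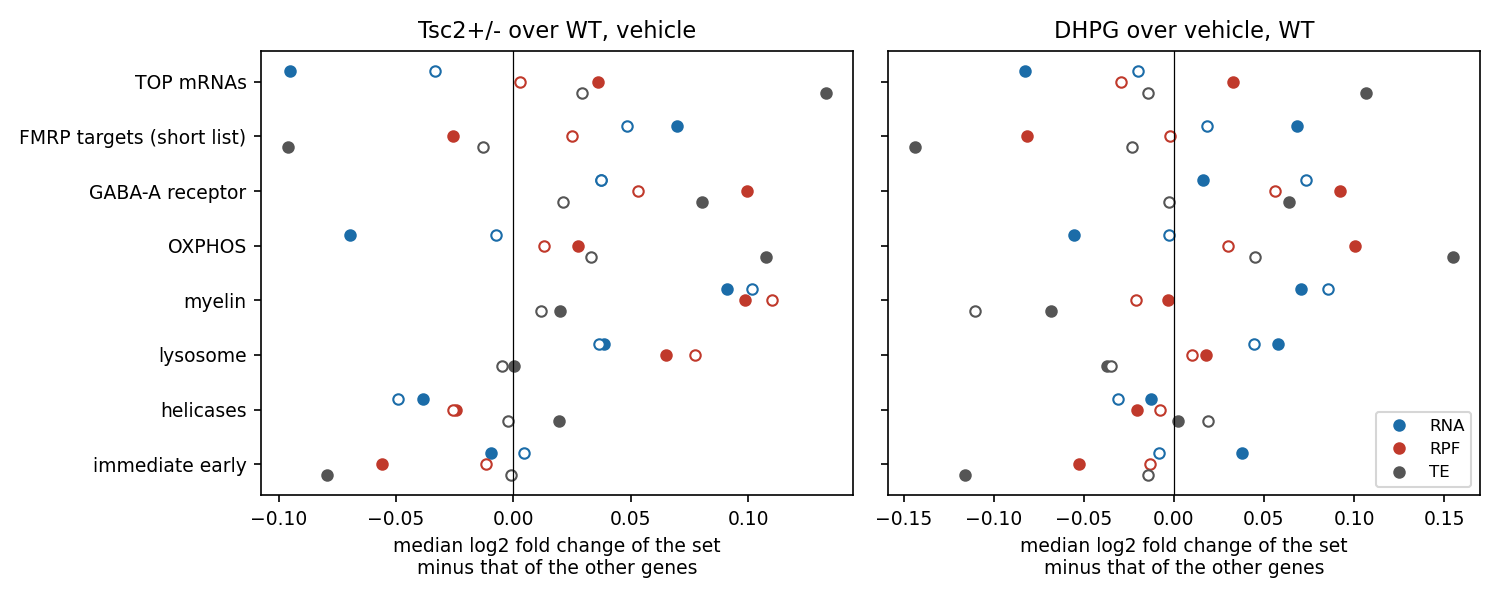
Shift of each gene set (median log2 fold change of the set minus that of the other genes, horizontal axis) for genotype in vehicle and for DHPG in WT, in RNA (blue), RPFs (red) and TE (grey), with filled points as analysed and open points after the GC content and length trend of each library was removed. The FMRP shift in TE for DHPG moves from -0.14 to -0.0232.

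The study asked whether changed mRNAs differ in their basal TE. Its TE used reads over coding sequences for both assays, while the RNA counts used here cover whole transcripts, so the measures differ. Across genes, Spearman's rho of basal log2 TE in WT vehicle with the effect of genotype in vehicle was -0.0510 for RNA (0.0366 to 0.0785 in 100 simulated data sets with no effect, in which the WT vehicle libraries are also on both sides) and 0.105 for RPFs (-0.0953 to -0.0529). With the effect of DHPG in WT it was -0.161 for RNA (0.0418 to 0.0797) and 0.0632 for RPFs (-0.0972 to -0.0581). Without replicate 3, rho for RNA between genotypes was 0.0635, inside the simulated range. With basal TE taken from libraries outside the comparison, rho was -0.107, 0.201, -0.216 and 0.160 in the same order. Genes are not independent replicates, and simulated genes varied independently, which narrows the simulated ranges. Without replicate 1, rho for RPFs was -0.0345 for genotype and -0.0888 for DHPG. Median basal log2 TE was 0.0829 over all 12785 genes, 0.0511 over 6 RNAs called higher between genotypes in vehicle and -0.0136 over 3 called lower. For RPFs it was 1.33 over 2 genes higher and -0.53 for the 1 lower between genotypes, and 1.81 over 2 higher and -1.94 over 2 lower with DHPG in WT.

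The overlap of genotype and DHPG effects was asked by correlating the effect of genotype in vehicle with that of DHPG in WT across genes, which are not independent replicates. Pearson's r was 0.369 in RNA and 0.597 in RPFs, against 0.387 to 0.588 and 0.459 to 0.604 in 100 simulated data sets with no effect, since both comparisons share the WT vehicle libraries. The simulated data gave all groups the same spread, while the variance of log2 CPM within groups, replicate number taken out, was 0.0842 in WT vehicle RPFs and 0.0503 to 0.0723 in the other RPF groups. From these variances alone the r expected with no effect was 0.454 in RNA and 0.603 in RPFs. Between the averaged effects, in which noise cancels only where all groups have the same spread, r was -0.0693 in RNA (-0.106 to 0.10 simulated) and 0.209 in RPFs (-0.0368 to 0.163 simulated, 0.169 expected from the variances). Without replicate 1 the averaged r in RPFs was 0.0927. Called in both comparisons were 0 genes in RNA, where DHPG in WT had no call, and 0 in RPFs. At an unadjusted p under 0.05 in both there were 167 in RNA (107 to 172 simulated) and 255 in RPFs (102 to 169 simulated).

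Marker lists of cell types and tissues were tested over all comparisons as 77 further camera tests. Markers of dentate granule cells were lower in RNA of Tsc2+/- libraries by shifts of -0.11 in vehicle (2 of 12 genes above the others, adjusted p 0.0381), -0.29 in DHPG (1 of 12, adjusted p 1.68e-08) and -0.16 averaged (0 of 12, adjusted p 5.64e-08). In RPFs the shifts were -0.14 in vehicle (1 of 12, adjusted p 0.311, not called), -0.21 in DHPG (2 of 12, adjusted p 1.48e-06) and -0.22 averaged (2 of 12, adjusted p 5.44e-05). With DHPG they shifted in RPFs by -0.16 in Tsc2+/- (3 of 12, adjusted p 0.00100) and by -0.0582 averaged (2 of 12, adjusted p 0.0407). Red blood cell genes were shifted in RNA by -1.12 in vehicle (adjusted p 7.40e-05), -1.25 in DHPG (adjusted p 6.51e-08) and -1.19 averaged (adjusted p 4.94e-10), with 0 of 4 genes above the others each time. In vehicle much of this came from 1 library. The mean log2 CPM of these genes without Hbb-bt was 1.69, -0.52 and 1.43 in Tsc2+/- replicates 1, 2 and 3. In WT vehicle it was 1.96 to 2.23. Choroid plexus markers were shifted with DHPG in RNA by -0.32 averaged (1 of 6, adjusted p 0.0422) and -0.33 in Tsc2+/- (0 of 6, adjusted p 0.0454). Markers of CA1 (averaged RNA shift 0.0487, 8 of 10, adjusted p 0.101), CA3 (0.0365, 5 of 8, adjusted p 0.637) and male tissue (-0.0107, 2 of 4, adjusted p 0.981) did not pass an adjusted p of 0.05 in any of these camera tests. Of the female markers, 0 genes had enough counts to be tested. Xist had 0 counts in every RNA library, and the Y-linked gene Ddx3y had 473 to 870 counts.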

Values the study reported

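The study reported 109 differentially expressed RNAs and 99 differentially expressed RPFs between genotypes, of which 5 were shared. For DHPG in wild-type slices, measured on these and earlier batches, it reported 241 RNAs at a false discovery rate under 0.01 and 212 RPFs at a rate under 0.05, with 5 shared. Genes altered by genotype and by DHPG overlapped in 23 RNAs and 20 RPFs.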

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

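The test of the dentate markers without Prox1 was chosen only after the result was seen; removing the GC content and length trend was also chosen after the data had been seen, though before its effect on these sets was known.

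The effect of DHPG differed between genotypes for 10 of 16 tests of gene sets, by camera at its preset correlation on the interaction of genotype and DHPG. In RNA the difference (Tsc2+/- minus WT, log2) was 0.0817 for TOP mRNAs (78 of 96 genes above the median of the others, adjusted p 9.85e-07), -0.0603 for the short FMRP list (15 of 73, adjusted p 6.83e-06), 0.0777 for OXPHOS (71 of 90, adjusted p 0.000149), -0.13 for myelin (1 of 25, adjusted p 5.17e-10) and -0.0661 for immediate early genes (7 of 30, adjusted p 0.00464). In RPFs it was -0.0343 for TOP (29 of 94, adjusted p 0.00415), 0.0713 for FMRP (59 of 73, adjusted p 1.23e-05), -0.0840 for GABA-A (1 of 13, adjusted p 0.0255), -0.0384 for OXPHOS (30 of 86, adjusted p 0.0201) and -0.13 for myelin (0 of 26, adjusted p 7.14e-07). TOP, FMRP and OXPHOS moved in opposite directions in RNA and RPFs. In Tsc2+/- alone, DHPG shifted myelin genes by -0.0763 in RNA (adjusted p 2.07e-05) and -0.15 in RPFs (adjusted p 7.65e-15), OXPHOS by 0.0405 in RPFs (adjusted p 0.000685) and immediate early genes by -0.0472 in RPFs (adjusted p 0.00759).

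Several tests argue against reading these sets as responses to genotype. Under fry 0 of the 16 tests passed, with a smallest adjusted p of 0.403. As many sets were called by 34 of 100 splits of the 12 RNA libraries and by 19 of 100 splits of the 12 RPF libraries, where the other splits called a median of 4 and 2 sets. Not all of these splits were balanced over replicate number, as the real labels are. When the GC content and length trend of each library was removed, 3 of the 10 calls were left, FMRP in RNA (-0.0373, adjusted p 0.00368) and myelin in RNA (-0.15, adjusted p 1.45e-12) and RPFs (-0.13, adjusted p 6.50e-07). GC content or length bias between libraries is therefore a candidate explanation for the other 7, and a difference in how the genotypes respond to DHPG stays open and untested beyond these libraries. For myelin, bias of this kind was not the whole cause, and differing amounts of white matter among the pooled slices were not tested.

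The markers of dentate granule cells also differed between genotypes in their DHPG effect, by -0.13 in RNA (4 of 12 genes above the others, adjusted p 0.0422) and -0.22 in RPFs (3 of 12, adjusted p 0.0422). The genotype effect on these markers was called in RNA under both treatments, but in RPFs not in vehicle (adjusted p 0.311). All 12 had enough counts to be tested, and Jun is also in the list of immediate early genes. Without Prox1, in which this was first seen, the other 11 markers had a median averaged RNA change of -0.13, with 11 of 11 lower (adjusted p 0.0126 against 10000 matched random lists, 18 tests), while in vehicle alone the adjusted p was 0.0618. In RPFs the averaged change of these markers was -0.16 (adjusted p 0.0387 against matched lists). In vehicle alone and in DHPG alone the adjusted p in RPFs were 0.243 and 0.0511. An exact permutation test of the mean of these 11 markers per library, two-sided over 924 splits of 6 Tsc2+/- and 6 WT libraries and adjusted over 3 tests, gave -0.33 in RNA (p 0.0152, adjusted p 0.0227) and -0.31 in RPFs (p 0.0628, adjusted p 0.0628). Against matched lists, CA1 markers were higher in Tsc2+/- RPFs in DHPG (0.0651, adjusted p 0.0387), but not averaged over treatments (-0.00703, adjusted p 0.900). Markers of CA1 and CA3 did not fall with the dentate markers in RNA, with median averaged changes of 0.0478 and 0.0356. A lower share of all hippocampal neurons would not give this pattern. CA3 had been cut off these slices, and cuts that left less dentate gyrus in the Tsc2+/- groups may explain it, and lower expression of these genes within granule cells stays open.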

How the results depend on the processing

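Halving the RPF counts, removing the GC content and length trend, and all versions of ComBat except that on log2 counts without labels were chosen only after the result was seen. Of 1457 values under an alternative, 1051 kept their direction and their side of the threshold, or stayed within 1.5 times of the count. Between genotypes, over RNA and RPFs, Tsc2 was called in 149 of 151 fits and Glo1 in 148. In 2 fits after ComBat on log2 counts without labels neither got an adjusted p, and in RNA of vehicle slices after ComBat on counts without labels Glo1 was not called (adjusted p 0.267, against 3.63e-22 to 0.0282 for Glo1 RNA in vehicle slices in the other fits that gave one). The cause of a change was not tested unless given.

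Replicate number was kept in the model in place of the study's batch, although the labels name no shared batch and not every same-numbered pair of libraries correlated over 0.1. Deviations of same-numbered libraries from the group mean correlated at 0.0228 to 0.143 in RNA (5 of 18 over 0.1) and 0.0330 to 0.263 in RPFs (9 of 18). With no replicate block, calls went from 14 to 5 for genotype in vehicle, from 36 to 17 for the averaged genotype effect and from 3 to 0 for the averaged DHPG effect (1104 genes at unadjusted p under 0.05 with the block) in RNA. In RPFs they went from 4 to 2 for DHPG in WT, from 7 to 4 for the averaged genotype effect and from 4 to 1 for the averaged DHPG effect, and in TE from 7 to 1 for DHPG. The shifts between replicate numbers then count as error, so a lost call is not a smaller change. With the lysate as a block the TE count for DHPG was also 1.

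The plan did not say whether ComBat was given the group labels, so 4 versions were run, each followed by DESeq2, and no version was preferred for its counts. DESeq2 gives no adjusted p to genes under a count cutoff it chooses, which for genotype in vehicle left out 13508 of 14516 RNA genes, Tsc2 among them, after ComBat on log2 counts without labels (28 called when adjusted over all genes). On log2 counts without labels, RNA calls were 45 for genotype in vehicle, 22 in DHPG and 70 averaged, and 134 for DHPG in WT, 1 in Tsc2+/- and 123 averaged. RPF calls were 22, 7 and 30 for genotype and 36 in WT and 71 averaged for DHPG. On log2 counts with labels, genotype in vehicle gave 121 RNAs and 111 RPFs and DHPG in WT 387 RNAs and 171 RPFs. On the counts themselves with labels these were 124, 20, 313 and 10, and without labels 4 RNAs for genotype in vehicle. With ComBat on log2 counts without labels, 97.8% of the RNAs called for genotype in vehicle were higher, against 71.4% with replicate number in the edgeR model.

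With DESeq2 in place of edgeR, calls were 26 for the averaged DHPG effect in RNA, 10 for genotype in vehicle, 14 for DHPG in WT and 15 for the averaged DHPG effect in RPFs, and 1 and 102 in TE. At an adjusted p under 0.05 there were 0 for the averaged DHPG effect in RNA, 2 for DHPG in WT in RPFs and 3 in TE. With only the libraries of the groups compared there were 15 for genotype in DHPG and 2 for DHPG in Tsc2+/- in RNA, and in RPFs 4 for genotype in DHPG, 28 for DHPG in WT and 9 in Tsc2+/-. With no filter except at least 1 count there were 4, 7 and 1 of these in RPFs and 1 for the interaction. With the RPF counts of replicates 2 and 3 halved there were 11 for DHPG in WT, 1 for the interaction, 14 for the averaged genotype effect and 20 for TE with DHPG. At a mean count of at least 50 the GABA-A shift in RNA with DHPG was -0.0101, and Asb4, Hbb-bt, Duxbl2 and Xlr3a were left untested because their counts are too low. RLE scaling moved no count by over 1.5 times.

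With the GC content and length trend removed, with the replicate block, RNA calls were 12 for genotype in DHPG, 55 averaged and 1 for the averaged DHPG effect. RPF calls were 5 and 15 for the same genotype effects and 7 in WT, 1 in Tsc2+/- and 9 averaged for DHPG, and 0 in TE with DHPG, where 7 had been called. Of the set tests 17 passed. Changes of Fmr1 and Rps25 RNA in vehicle became 0.0139 and 0.00126. For genotype in vehicle the shift of immediate early genes was 0.00437 in RNA, those of TOP and FMRP 0.00270 and 0.0248 in RPFs and that of FMRP -0.0131 in TE. With DHPG in WT the shifts were 0.0186 for FMRP and -0.00844 for immediate early genes in RNA, -0.0291 for TOP and -0.00194 for FMRP in RPFs, and -0.0144 for TOP and -0.0232 for FMRP in TE.

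Against random lists matched on expression, length and GC content 16 set tests passed, 13 of them among the 32 that camera had called. TOP passed in RNA, at -0.0524 from the lists for genotype and -0.0393 with DHPG, and in TE for genotype (0.0753). Also passing were myelin in RPFs for genotype (0.0922) and FMRP in RPFs with DHPG (-0.0285, adjusted p 0.0237). That FMRP shift was, however, -0.00194 with the GC content and length trend removed. The shifts given next reversed or did not pass. FMRP shifts in RNA were 0.0149 for genotype and 0.0145 with DHPG. In RPFs for genotype, TOP was at -0.00151, FMRP at 0.00241 and OXPHOS at -0.00384, and TOP was at -0.0371 with DHPG. In TE, FMRP was at -0.0194 for genotype and -0.0271 with DHPG, and TOP at 0.00242 with DHPG. Under fry and under an estimated correlation 0 set tests passed, with shifts that these tests leave as they are: -0.0949 and -0.0828 for TOP and 0.0696 and 0.0681 for FMRP in RNA, 0.0362 for TOP and -0.0257 and -0.0817 for FMRP in RPFs, and 0.13 and 0.11 for TOP and -0.0960 and -0.14 for FMRP in TE.

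Averaged effects, which share noise where groups differ in spread, gave an overlap r of -0.0693 in RNA and 0.209 in RPFs. At an unadjusted p under 0.01, RNA and RPF calls overlapped in 11 genes for genotype in vehicle, 26 averaged, 7 for DHPG in WT and 5 averaged.

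Leaving out each replicate number or single library in turn gave ranges of calls. In RNA they were 5 (without Tsc2+/- vehicle replicate 3) to 27 (without WT vehicle replicate 2) for genotype in vehicle, 4 (without Tsc2+/- DHPG replicate 2) to 11 in DHPG, 15 to 44 averaged, 0 to 61 (without WT vehicle replicate 2) for DHPG in WT, 0 to 1 in Tsc2+/-, 0 to 43 (without WT vehicle replicate 2) averaged and 0 to 2 for the interaction. In RPFs they were 2 to 8, 2 to 47 (without replicate 3) and 3 to 69 (without replicate 3) for genotype, 1 (without WT DHPG replicate 1) to 27 (without WT vehicle replicate 2), 0 to 5 (without WT vehicle replicate 1) and 0 to 20 (without WT vehicle replicate 1) for DHPG, and 0 to 2 (without WT DHPG replicate 2) for the interaction. In TE they were 0 to 2 for genotype and 0 to 59 (without replicate 2) for DHPG. The counts of 0 above go with 494 to 1105 genes at an unadjusted p under 0.05 over all libraries.

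Leaving out each replicate number gave log2 changes in vehicle RNA of -0.0769 to 0.0975 for Fmr1, -0.0111 to 0.13 for Larp1, -0.14 to 0.000652 for Rpl4 and -0.16 to 0.00114 for Rps25, and of -0.0266 to 0.16 for Ache RPFs with DHPG. From 16 (without replicate 3) to 28 set tests passed. Shifts for genotype in RNA were -0.16 to 0.00467 for TOP, 0.0180 to 0.10 for FMRP, -0.0140 to 0.12 for GABA-A, -0.15 to 0.0278 for OXPHOS and -0.0212 to 0.0562 for immediate early genes, and with DHPG -0.19 to 0.0226, 0.0233 to 0.12, -0.0438 to 0.0523 and -0.17 to 0.0371 for the first 4 of these. In RPFs they were 0.0179 to 0.0638 for TOP, -0.0620 to 0.00474 for FMRP, -0.0118 to 0.0518 for OXPHOS, -0.0360 to 0.0128 for helicases and -0.13 to 0.0221 for immediate early genes, and with DHPG -0.0503 to 0.0196 for myelin, -0.0299 to 0.0461 for lysosome and -0.11 to 0.00354 for immediate early genes. In TE they were 0.00819 to 0.21 for TOP and -0.17 to -0.0105 for FMRP for genotype, and -0.00957 to 0.22 for TOP with DHPG. The sign of the TOP, OXPHOS and FMRP shifts that crossed 0 changed without replicate 3.

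Spearman's correlation across genes of basal TE with the effects ranged over -0.117 to 0.0635 (without replicate 3) for RNA between genotypes, -0.187 to -0.0106 for RNA with DHPG, -0.0345 to 0.103 for RPFs between genotypes and -0.0888 to 0.0635 for RPFs with DHPG. The overlap r in RNA ranged over 0.314 to 0.475, and genes called for both genotype and DHPG were 1 to 2 in RNA and 1 in each RPF fit. Among genes named singly and the other sets, 152 values changed, 143 weaker and 9 stronger.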

Other observations

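The following were chosen only after the result was seen: the tests of noise on chromosome 17, of GC content and length for TOP mRNAs, for the FMRP list after the trend was removed and for the RPF overlap, of double counting, of residual blood, and of the shared WT vehicle libraries and their spread.

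Chromosome 17 held 51.4% of the RNA genes called for the averaged genotype effect, Tsc2 left out, against 4.71% of genes tested. The idea was prompted by Glo1, a gene near Tsc2 that differs between mouse strains, in the lists of the study. DNA of another strain kept around the targeted locus through backcrossing is consistent with this share, with called genes no farther than 21.7 Mb from Tsc2 and with the lower reproducibility after 50 Mb. Noise between libraries was argued against by the r of 0.587 between genotype effects that share no library. Calls on other chromosomes (17 in averaged RNA) are not covered by this explanation, and regulation of these genes by TSC2 itself was not tested. For Tagap, Tmem181b-ps and other genes with paralogs, strain differences might also change where reads map.

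Log2 fold changes of RNA with DHPG in WT followed GC content with a Spearman's rho of 0.451 across genes. A bias between libraries and a response to DHPG that follows GC content cannot be told apart here, because 0 genes were called before and after the trend was removed, although those at an unadjusted p under 0.05 went from 881 to 627. For the short FMRP list in RNA with DHPG, the adjusted p against lists matched on expression, length and GC content was 0.307, and 0.0746 once the trend was removed, so GC content or length bias is a candidate explanation of this shift. For genotype in vehicle the adjusted p against matched lists was 0.106, but with the trend removed the shift stayed at 0.0482 (adjusted p 5.54e-09), so that bias and an effect of genotype cannot be told apart, because the 2 tests disagree. For TOP mRNAs in RNA the larger of the 2 adjusted p against matched lists was 0.0012. This argues against such bias as the whole cause only if genes vary independently. Under fry, which allows for genes that move together, the adjusted p was 0.456 for genotype and 0.477 with DHPG. Differences between libraries that move TOP mRNAs together are therefore not excluded. With the trend removed, the TOP shift went from -0.0949 to -0.0332 for genotype and from -0.0828 to -0.0199 with DHPG. Much of it therefore went with the trend. The TOP shift for genotype without replicate 3 was 0.00467.

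Largest counts in an RNA library were 0 for Xist and 13 for Ttr, the most abundant transcript of choroid plexus. These values argue against female mice among the pooled animals and against choroid plexus on the slices as sources of differences between groups. The shift of choroid plexus markers with DHPG (-0.32 in averaged RNA, adjusted p 0.0422) is left unexplained by these counts.

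Among RPF counts of at least 100 in replicates 2 and 3, at least 97.7% were even. In replicate 2, 31 genes had a count of 1 and 3113 a count of 2, against 2687 and 1532 in replicate 1. Each read of these libraries may have been counted 2 times before deposition, and the total counts of replicates 2 and 3 would then overstate their depth.

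Red blood cell genes other than Hbb-bt had a median averaged RNA change of -1.15 in Tsc2+/-. An exact permutation test of their mean per library, two-sided over 924 splits of 6 and 6 libraries and adjusted over 3 tests, gave -1.28 (p 0.00433, adjusted p 0.0130). Less residual blood in some of the Tsc2+/- libraries may explain the lower Hbb-bt. In Tsc2+/- DHPG replicate 3, however, Hbb-bt had 0 counts beside 216 of Hba-a2 and 171 of Hbb-bs, so for that library blood content is not enough and reads shared among globin copies stay open.

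The r between genotype and DHPG effects was 0.369 in RNA and 0.597 in RPFs. With no effect, the spread of each group alone gives an r of 0.454 in RNA and 0.603 in RPFs, so the WT vehicle libraries shared by both comparisons are a candidate explanation for both r values. At an unadjusted p under 0.05 in both comparisons there were 167 RNA genes (107 to 172 simulated) but 255 RPF genes (102 to 169 simulated). The simulated data gave all groups the same spread, so this RPF excess does not decide between shared libraries and a shared effect. The averaged effects in RPFs had an r of 0.209, above the simulated 0.163, but these data sets gave all groups the same spread. The spread of the 4 groups, largest in WT vehicle, gives 0.169 with no effect, and groups that differ in spread cannot be told apart from a shared effect, since the expected r is lower than the observed r by less than simulated data sets differ. With the GC content and length trend removed, r fell only to 0.189, so the trend accounts for little of it. That value lies above the simulated 0.163 by less than r moved when a replicate number was left out, so the r that is left does not show a shared effect. With a WT vehicle library left out, the lowest r was 0.315, and with a library of another group left out r ranged from -0.123 to 0.370. Leaving out a single library unbalances the averaged effects, so that a single library and a shared effect cannot be told apart. With the libraries of replicate 1 left out, r was 0.0927, inside the simulated range, and 0.242 and 0.284 without replicates 2 and 3, so the libraries of a single replicate number far from the others may account for it.

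In 20 simulated RNA data sets with no group effect, ComBat on log2 counts given the group labels and followed by DESeq2 called a median of 87 genes for genotype in vehicle (52 to 119) and 83 for DHPG in WT (56 to 129). Without the labels the medians were 11.5 (0 to 22) and 13.5 (0 to 25), and with replicate number in the edgeR model 1 (0 to 7) and 1 (0 to 8). Removing batch with the labels given and then testing as if it had cost no degrees of freedom is a candidate explanation for many of the 121 and 387 genes called that way. As many genes were called by 9 of the 10 splits for genotype and by 5 of the 10 for DHPG, the other splits giving 64 to 1382 and 4 to 980.

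Other splits of the libraries into groups of the same sizes were tested in the same way. They were drawn without regard to replicate number, which stayed in the model. A comparison of 3 against 3 libraries has 10 splits, the real 1 included, so its share cannot fall below 0.1. In RNA, as many genes were called by 2 of 10 splits for genotype in vehicle (another gave 33), 1 of 10 for genotype in DHPG, 10 of 10 for DHPG in WT and 10 of 10 for DHPG in Tsc2+/-. Of 100 splits of the 12 RNA libraries, 2 gave as many for the averaged genotype effect (another gave 50), 15 for the averaged DHPG effect and 100 for the interaction. In RPFs it was 1 of 10 for genotype in vehicle, 1 of 10 for genotype in DHPG, 2 of 10 for DHPG in WT and 10 of 10 for DHPG in Tsc2+/-, and of 100 splits 6 for the averaged genotype effect, 13 for the averaged DHPG effect and 100 for the interaction. In TE it was 10 of 10 for genotype and 2 of 10 for DHPG (another gave 22). As many gene sets were called by 5 of 10 splits for genotype and 2 of 10 for DHPG in RNA, by 1 and 4 of 10 in RPFs and by 5 and 1 of 10 in TE. Where the real count is 0, every split gives as many, so those comparisons show nothing. The averaged RNA genotype effect had a share under 0.05, while the averaged RPF genotype effect and both averaged DHPG effects did not. Many splits are not balanced over replicate number as the real labels are, so these shares cannot be read as exact p-values.

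In vehicle, 14 RNAs and 3 RPFs were called between genotypes, and 2 were called in both. All of these counts are lower than those of the study. With DHPG in WT, 0 RNAs (881 at unadjusted p under 0.05) and 4 RPFs were called, with 0 called in both. These counts are lower than those of the study, which used more batches and stricter thresholds. Called for both genotype and DHPG were 0 RNAs and 0 RPFs, with 167 and 255 genes at an unadjusted p under 0.05 in both comparisons. These overlaps are smaller than those of the study, whose DHPG lists came from more batches. With 0 RNAs called for DHPG no RNA overlap was possible, and the few RPF calls left little room for one. The comparison of counts depends on the method. ComBat on log2 counts given the group labels, then DESeq2, called 121 RNAs and 111 RPFs for genotype in vehicle, both above the study's counts. For DHPG in WT it called 387 RNAs, above the study's count, and 171 RPFs, below it. Simulated RNA data with no group effect gave that method a median of 87 calls for genotype in vehicle, against 11.5 without the labels. The study does not say whether its ComBat was given the labels. Its own random permutations of sample labels mostly called no gene, and on average far fewer than its real labels.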
